A study of Dictyostelium discoideum with 8 samples.

How the data were processed

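RNA was extracted from control and rnp1A knockdown cultures and made into libraries with a NEBNext Ultra RNA kit, per the labels' protocols. The aligner, the counting tool, the treatment of reads with several matches and the use of strand are not given in the sources used here. The authors deposited 1 table per experiment, with 12121 genes in experiment 1 and 12221 in experiment 2. Genes in both tables numbered 11881, with 240 only in the first and 340 only in the second. All gene coordinates equal those of assembly dicty_2.7. All 12461 gene IDs were found in the name table of that assembly.

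Per the file headers, the deposited columns include raw read counts per gene, which were used for all tests. The deposited normalized values (used as a signal) equal the counts divided by 1 size factor per library, and the authors' factors ranged from 0.512 to 1.43. The deposited FPKM values use a library scale other than the total of the counts: for control_1 replicate 2 it was 15716500 against 34107563 counted reads. The authors' deposited tables also give a log2 fold change, a p-value and an adjusted p-value for each gene, with no tool named. The deposited gene lengths were multiples of 3 for 99.3% of protein-coding genes and are called coding lengths.

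Library totals were 34107563 to 38708857 reads. With 2 libraries per group, the spread between cultures limits precision more than depth does for all but the lowest genes, with a biological coefficient of variation of 0.439 in experiment 1 and 0.364 in experiment 2 as fitted by edgeR. Replicate libraries differed by far more than sampling noise, so none was counted as a duplicate.

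Genes were kept by edgeR's filterByExpr (minimum count 10), scaled by TMM and tested with the edgeR quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The tests used R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and plots were drawn with Python 3.11.15 and matplotlib 3.10.9. Each experiment was fitted alone. The combined fit used the genes of both tables and had experiment as a term, and the interaction was tested in a fit with both terms. CPM values use TMM factors over the 8 libraries, and log2 CPM has a prior count of 1. Standard errors of edgeR fold changes were derived from the F statistic. DESeq2's adjusted p is left as NA where it gives none. Gene lists were tested with camera (preset correlation 0.01), and with fry and an estimated correlation beside it.

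The design, the lists and most alternatives were fixed before the data were examined. The alternatives were DESeq2's size factors, other low-count filters (none, or a mean of at least 50 reads), DESeq2 and limma-voom, other thresholds, each library left out, a replicate block, a shared estimate of spread over the 8 libraries and no experiment term. Added after the data were seen were edgeR's likelihood-ratio test and the naming rule on DESeq2 fits. So were DESeq2 with each library left out or a replicate block, and DESeq2 counts at other thresholds. A pseudocount was not varied because counts were tested.

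The naming rule takes rnp1A and then, from the combined fit, the 5 largest rises and 5 largest falls past the threshold. Such genes must have the same sign in both experiments, control and knockdown libraries that do not overlap in either, and a mean of at least 50 reads. From the interaction it takes the 3 genes with the smallest p past the threshold, and from the lists every gene past the threshold.

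The tests were tried on simulated counts in which 200 genes were changed. In the simulation of the combined comparison, over 10424 genes, edgeR recovered 98% of the genes changed 16-fold and 70% of those changed 4-fold, with 12 unchanged genes among 180 calls. DESeq2 recovered 99% and 82%, with 42 unchanged genes among 223 calls. For experiment 1, over 10203 genes, edgeR recovered 88% and 12%, with 3 unchanged genes among 103 calls, and DESeq2 91% and 41%, with 27 among 159. For experiment 2, over 10431 genes, edgeR recovered 94% and 59%, with 8 among 161, and DESeq2 93% and 70%, with 32 among 195. For the interaction, over 10651 genes, edgeR recovered 71% and 3%, with 7 among 81, and DESeq2 87% and 22%, with 38 among 147.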

Results

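Gene expression was measured by RNA sequencing in 8 libraries of Dictyostelium discoideum, a social amoeba that grows as single cells. All cultures were Ax3(Rep orf+) cells, a laboratory strain, grown in liquid medium. Control cells carried the plasmid pLD1, and knockdown cells carried the same plasmid with an RNAi construct against rnp1A. The labels describe 2 independent knockdowns, each with its own control, and these are called experiment 1 and experiment 2. Each of the 4 groups (control_1, knockdown_1, control_2 and knockdown_2) had 2 libraries. Replicates were numbered 1 and 2 in experiment 1 and 2 and 3 in experiment 2.

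Library totals lay between 34107563 and 38708857 counted reads, so depth differed little between the groups. The composition of the libraries differed more. The TMM scaling factor, which is low where abundant genes take a larger share of the reads, was 0.493 in control_1 replicate 2 and between 0.918 and 1.37 in the other 7 libraries. The 10 most abundant genes of control_1 replicate 2 took 15.3% of its reads, against 8.62% in control_1 replicate 1. The 80 genes with a ribosomal protein symbol took 18.8% and 25.4% of the reads in the control_1 libraries and 9.92% and 11.9% in the knockdown_1 libraries. The same genes took 18.7% and 19.7% in control_2 and 14.7% and 12.7% in knockdown_2. On log2 CPM (read counts scaled to a common library size), Pearson's r across genes between the replicates of a group was 0.932 in control_1, 0.959 in knockdown_1, 0.969 in control_2 and 0.944 in knockdown_2. For the 24 pairs of libraries from different groups it lay between 0.883 and 0.967, so only in control_2 were the replicates closer to each other than every pair of libraries from different groups. The first principal component held 40.5% of the variance and set control_1 replicate 2 apart from the other 7 libraries.

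**Figure D1:**
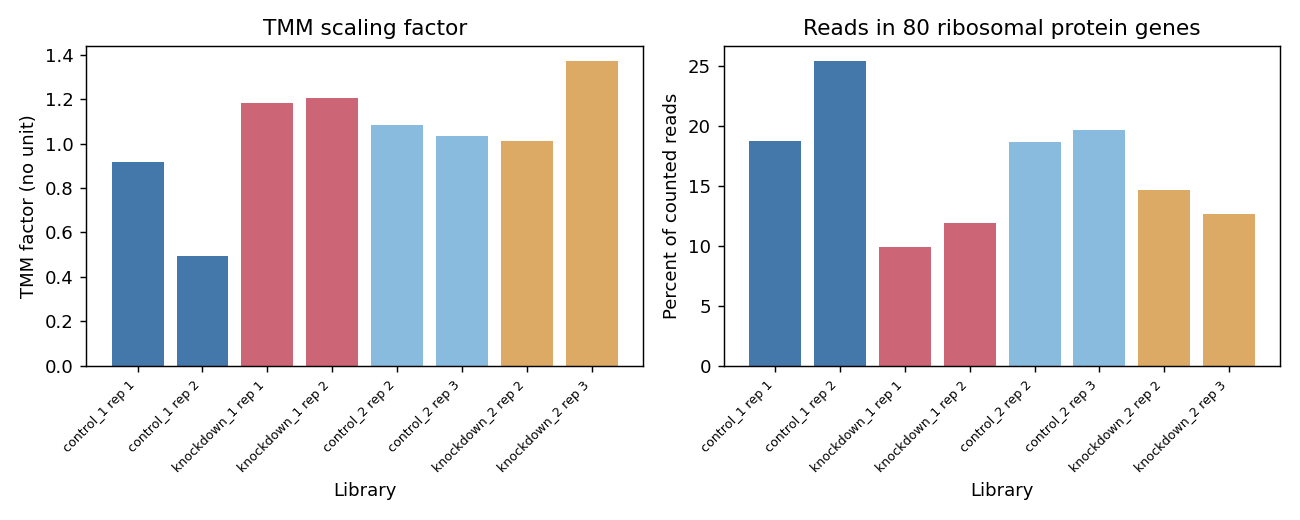
Bars show 1 value per library, coloured by group: left, the TMM scaling factor over all 8 libraries, and right, the percent of counted reads in 80 ribosomal protein genes. Control_1 replicate 2 has the lowest factor, 0.493, and the highest ribosomal protein share, 25.4%.

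The first question was whether the targeted gene was lowered. None of the 12461 genes of the tables had the symbol rnp1A, and the name table of assembly dicty_2.7 gave it to 0 genes as a symbol or synonym, so the target's level was not analysed here under that name and the labels were not checked through it. The gene with the symbol rnpA, DDB_G0282293, is a different symbol and was not treated as the target. It had between 14 and 118 reads per library.

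The comparison of knockdown_1 with control_1 asked which genes changed in the first knockdown. The edgeR quasi-likelihood test with Benjamini-Hochberg adjustment called 0 of 10203 tested genes at an adjusted p of at most 0.05. The smallest adjusted p was 0.156, and 870 genes had an unadjusted p under 0.05. Limma-voom also called 0 genes. With same-numbered replicates fitted as a block, the edgeR test called 699 genes, 570 higher and 129 lower. No label says that the numbers pair the libraries, so that fit was kept as an alternative. DESeq2's Wald test called 243 genes, 153 higher and 90 lower in the knockdown. That count and its balance rested on single libraries. DESeq2 called 17 genes without knockdown_1 replicate 1 (13 higher, 4 lower) and 48 without knockdown_1 replicate 2 (34 higher, 14 lower). It called 137 without control_1 replicate 2 (117 higher, 20 lower) and 1294 without control_1 replicate 1, where more genes were lower (753) than higher (541).

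In experiment 2 the same edgeR test called 0 of 10431 genes, with a smallest adjusted p of 0.219 and 602 genes at an unadjusted p under 0.05. With the replicate block it called 145. Limma-voom called 0 genes, and DESeq2 called 46, of which 22 were higher and 24 lower in the knockdown. DESeq2 called 566 genes without knockdown_2 replicate 3 (351 higher, 215 lower) and 134 without knockdown_2 replicate 2 (7 higher, 127 lower), so the even balance also rested on single libraries. It called 25 without either of the control_2 libraries.

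The combined fit asked for an effect shared by both knockdowns, with experiment as a term and 4 libraries per arm. The edgeR test called 0 of 10424 genes, with a smallest adjusted p of 0.191 and 1161 genes at an unadjusted p under 0.05. With the replicate block it called 1. Limma-voom called 0 genes. DESeq2 called 275 genes, 155 higher and 120 lower. DESeq2's count fell to between 111 and 160 without either knockdown_1 library, without control_1 replicate 2 or without control_2 replicate 2, and rose to 460 without knockdown_2 replicate 2. More of the called genes were lower than higher without knockdown_2 replicate 2 (175 higher, 285 lower) and without control_1 replicate 1 (140 higher, 218 lower).

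A test of the interaction asked which genes responded differently in the 2 experiments. The edgeR test called 0 of 10651 genes, with a smallest adjusted p of 0.402 and 457 genes at an unadjusted p under 0.05. Limma-voom called 0 genes. DESeq2 called 41 genes. For 38 of them the fold change of knockdown over control was lower in experiment 2 than in experiment 1, and for 3 it was higher.

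Across the 10094 genes tested in both experiments, the 2 sets of log2 fold changes from edgeR had a Pearson's r of 0.353 and a Spearman's rho of 0.374, and 64.2% of the genes had the same sign. These are correlations across genes, which are not independent replicates, and the experiments share no control library. In 20 simulated pairs of experiments without any changed gene, r lay between -0.030 and 0.039. That range is too narrow as a benchmark, because other groupings of these same libraries gave an absolute r of up to 0.250. The r of 0.353 rested in part on single libraries: r was 0.209, with 53.5% of genes of the same sign, without knockdown_2 replicate 3, and 0.261, with 58.6%, without control_1 replicate 2. Among 10876 genes with a DESeq2 adjusted p in both experiments, 7 were called in each, against 1.03 by chance (exact hypergeometric test across genes, one-sided, p = 6.49e-05), and all 7 changed in the same direction. That test treats genes as independent and equally likely to be called, so its p may be too small.

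**Figure D2:**
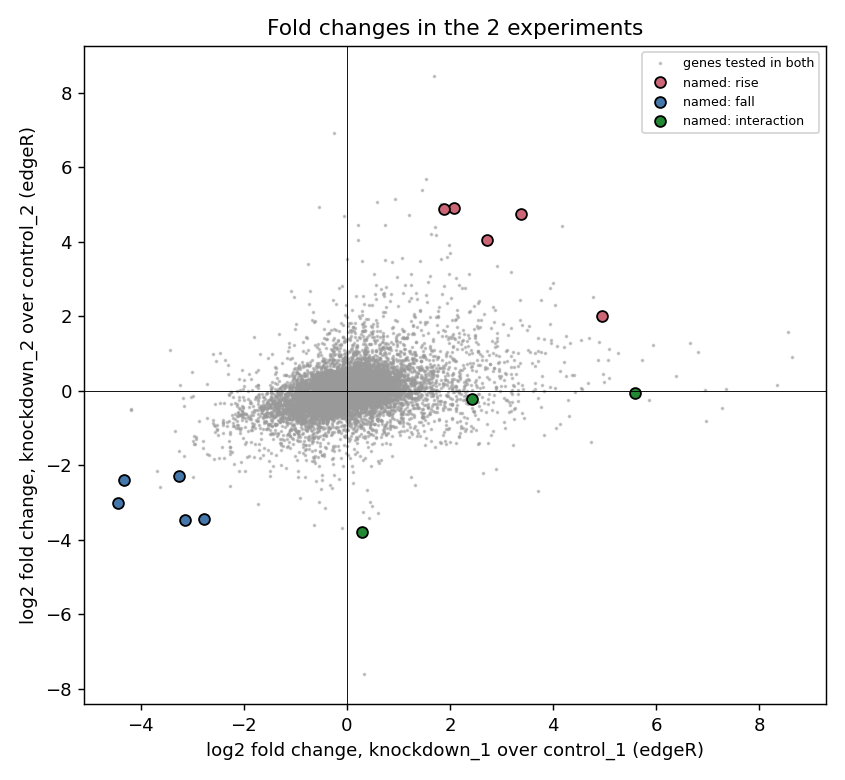
Each grey point is a gene tested in both experiments, placed by its edgeR log2 fold change in experiment 1 (horizontal axis) and in experiment 2 (vertical axis), and coloured points are the genes named in the text. Pearson's r over the 10094 genes is 0.353.

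The authors' deposited tables gave their own fold changes and adjusted p-values. At an adjusted p of at most 0.05, the authors' deposited table of experiment 1 held 243 genes, 153 higher and 90 lower, and that of experiment 2 held 46, 22 higher and 24 lower. DESeq2 run here on the deposited counts called all 243 and all 46, and the edgeR test called 0 of either. The authors' log2 fold changes differed from those of DESeq2 by at most 8.73e-05, and their size factors equalled DESeq2's. The match therefore repeats 1 analysis and is not independent evidence.

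Because edgeR called no gene, the rule for naming genes gave none. It was applied instead to the DESeq2 fits, a change made after the data were seen, and 210 genes then passed it in the combined fit, 101 higher and 109 lower. In the values that follow, fold changes are knockdown over control, with standard errors (SE). No gene named here passed the threshold of edgeR's quasi-likelihood test in the combined or interaction fit as designed, and 12 of the 13 passed that of edgeR's likelihood-ratio test, which was added after the data were seen. Positions are on assembly dicty_2.7.

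The largest fall was that of DDB_G0284167 on chromosome 4, positions 1610129 to 1611458 on the minus strand, which the authors' tables place in the RRM_1 family. Its level was 3921 ± 3439 CPM (SD, n = 2) in control_1 and 176 ± 26.3 CPM in knockdown_1. In experiment 2 it was 1425 ± 224 CPM in control_2 and 178 ± 168 CPM in knockdown_2. Every knockdown library lay below every control library, with at most 10677 reads against at least 48391. The combined log2 fold change was -3.78 (SE 0.61, adjusted p = 1.16e-06) by DESeq2 and -3.74 (SE 0.69, adjusted p = 0.210) by edgeR. DDB_G0272030 on chromosome 2, positions 1189650 to 1190482, went from 261 ± 112 to 12.7 ± 0.601 CPM in experiment 1 and from 174 ± 13.0 to 32.1 ± 23.8 CPM in experiment 2. Its combined log2 fold change was -3.42 by DESeq2 (SE 0.53, adjusted p = 2.36e-07), and edgeR's adjusted p was 0.191. The other named falls were DDB_G0274523 (RRM_1 family), DDB_G0267780 (RVT_1 family) and DDB_G0293486, with combined DESeq2 log2 fold changes of -3.40, -3.16 and -2.82. DDB_G0274523 had 2 reads in each knockdown_2 library and 19 and 25 in the control_2 libraries, so its fall there rests on few reads. Without control_1 replicate 2 its log2 fold change was -2.27 and it was not called (DESeq2 adjusted p = 0.108).

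Among the rises, DDB_G0290993 on chromosome 5, positions 4865936 to 4866638, went from 1.18 ± 0.906 to 7.72 ± 5.13 CPM in experiment 1 and from 3.04 ± 0.445 to 48.7 ± 21.8 CPM in experiment 2 (SD, n = 2). Its combined log2 fold change by DESeq2 was 3.36 (SE 0.52, adjusted p = 2.36e-07), and edgeR's adjusted p was 0.191. DDB_G0292462 (Peptidase_C1 family) on chromosome 6, positions 1678244 to 1679313, rose by a combined log2 of 4.06 by DESeq2 (SE 0.78, adjusted p = 0.000130, edgeR's adjusted p = 0.259). Its knockdown_2 libraries were far apart, at 44.2 and 1.89 CPM, and its log2 fold change was 2.56 without knockdown_2 replicate 2. DDB_G0272466, DDB_G0282491 and DDB_G0273927 had combined DESeq2 log2 fold changes of 3.47, 3.35 and 3.34. The knockdown_2 libraries of DDB_G0272466 had 18242 and 1437 reads, and those of DDB_G0282491 had 4981 and 236. Without knockdown_2 replicate 2 their log2 fold changes were 1.88 and 1.47, and DESeq2 still called both. The knockdown_1 libraries of DDB_G0273927 had 385 and 23 reads against 5 and 3 in control_1. DESeq2's call of each of these 3 genes was lost when some single libraries were left out. For DDB_G0272466 these were control_1 replicate 1, control_1 replicate 2 and control_2 replicate 2, with an adjusted p of up to 0.145. For DDB_G0282491 they were control_1 replicate 2 and either control_2 library, with an adjusted p of up to 0.0910. For DDB_G0273927 they were either control_1 library, control_2 replicate 2 and knockdown_1 replicate 1, and without the last its log2 fold change was 1.86 (DESeq2 adjusted p = 0.222).

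**Figure D3:**
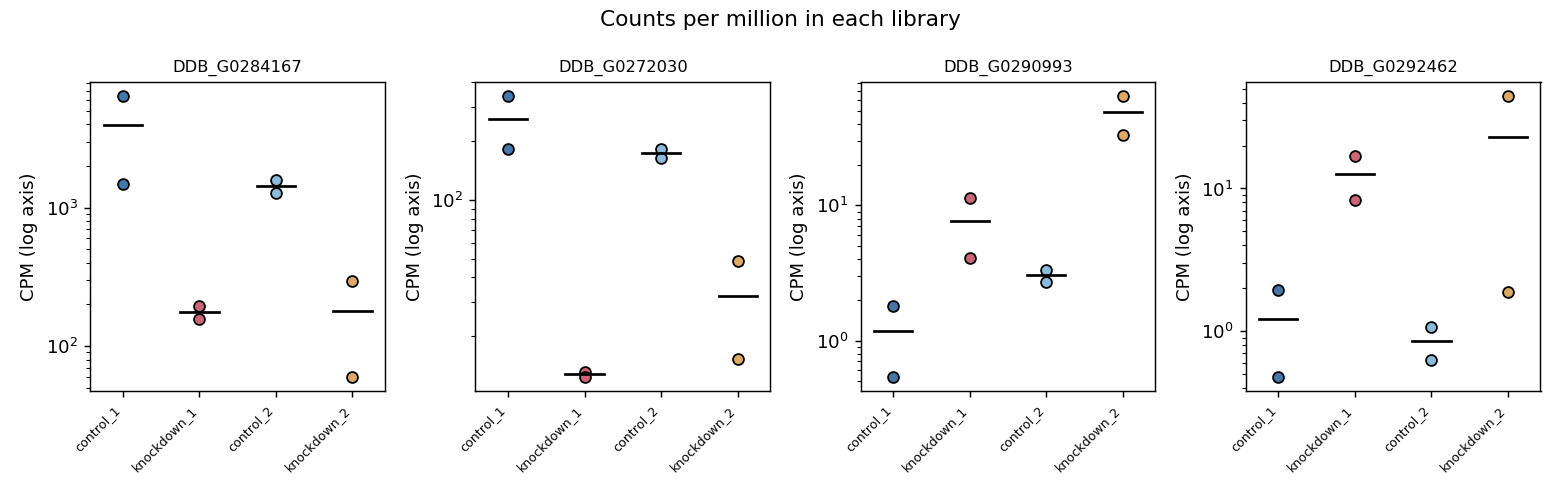
Each point is the CPM of 1 library on a log axis, grouped by control and knockdown of each experiment, and each line is the mean of a group's 2 libraries, for 4 of the named genes. For DDB_G0284167 the means are 3921 and 176 CPM in experiment 1 and 1425 and 178 CPM in experiment 2.

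From the interaction, the rule named 3 genes. DDB_G0284295 was at 47.0 ± 12.3 CPM in control_1 and 56.2 ± 9.25 CPM in knockdown_1 (SD, n = 2), and at 109 ± 2.54 CPM in control_2 and 7.66 ± 3.04 CPM in knockdown_2. Its log2 fold change in experiment 2 minus that in experiment 1 was -3.98 by DESeq2 (SE 0.65, adjusted p = 1.06e-05), and edgeR's adjusted p was 0.402. For syn16B this difference was -5.63 (SE 0.98, DESeq2 adjusted p = 5.61e-05, edgeR's adjusted p = 0.402), with 3 reads in each control_1 library and 284 and 233 in the knockdown_1 libraries. For DDB_G0287083 it was -2.56 (SE 0.50, DESeq2 adjusted p = 0.00106, edgeR's adjusted p = 0.691), and DESeq2 did not call it without knockdown_1 replicate 1 or without control_2 replicate 3 (adjusted p of up to 0.211).

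Gene lists of the contractility kit, proteins around myosin II and cortexillin, and of the transition from growth to development were fixed before the data were examined. In the combined fit, camera with a preset correlation put the 12 contractility kit genes lower in the knockdowns (p = 0.0189, Benjamini-Hochberg adjusted over both lists 0.0377), with a median log2 fold change of -0.33 and 11 of 12 genes lower. Their median was -0.75 in experiment 1 and -0.04 in experiment 2. The 23 genes of the transition were also lower by limma's camera test (adjusted p = 0.0422). Their median was -0.41, with 17 of 23 genes lower, and it was -0.75 in experiment 1 and -0.01 in experiment 2. Neither call held under fry (p = 0.142 and 0.389) or with an estimated correlation (p = 0.155 and 0.436). Without control_1 replicate 2, camera's p was 0.129 for the contractility kit and 0.524 for the transition. The kit's p was also above 0.05 without either knockdown_1 library (0.0576 and 0.0635), and so was the transition's without either knockdown_1 library (0.0913 and 0.281) or control_2 replicate 2 (0.130). No gene of either list passed an adjusted p of 0.05 in edgeR or DESeq2, over all genes tested or adjusted over the list alone. The lists share 2 genes, dscA-1 and dscA-2. Judged by symbol alone these may be similar copies, whose reads would be uncertain. The transition list holds more such pairs, of dscC, dscD and carA, with the same caution.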

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

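The interaction tests were planned, and the DESeq2 fits with a library left out and the comparison with false calls were chosen after the result was seen. DESeq2 called 41 genes whose knockdown effect differed between the experiments, which was noticed because the interaction itself was tested, while edgeR called 0 of 10651 genes and had 457 at an unadjusted p under 0.05. Of the 41, the fold change was lower in experiment 2 for 38. These 38 genes had a median of 0.644 CPM in control_1, 8.47 in knockdown_1, 4.65 in control_2 and 6.08 in knockdown_2, and control_1 was the lowest group for 35 of them. The tables argue against control_1 replicate 2 alone as the source, because 18 of the 41 genes were still called without it. Slightly fewer of the 41 were still called without control_2 replicate 2, and fewer without knockdown_2 replicate 2. Nearly none of the 41 were still called without knockdown_1 replicate 1 or control_2 replicate 3, so the calls rested on single libraries. More of the 41 than without control_1 replicate 2 were still called without control_1 replicate 1, knockdown_1 replicate 2 or knockdown_2 replicate 3. Each of these fits left 1 library in a group, so its calls are uncertain. All 41 genes kept their sign in each of these fits. The balance of the calls was less one-sided without control_1 replicate 1 (136 higher and 218 lower in experiment 2) and without knockdown_2 replicate 3 (41 and 60). On simulated counts, 38 of DESeq2's 147 interaction calls (25.9%) were genes that had not been changed. That share depends on the 200 genes changed in the simulation. By number alone, false calls of the DESeq2 test at this group size could account for some or all of the 41. The direction of the simulated false calls was not recorded. They therefore cannot be said to explain why 38 of the 41 lay in 1 direction. A difference between the 2 independent control cultures stays open and was not tested.

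Of the named genes, 3 differed between the experiments by DESeq2's interaction test. The log2 fold change in experiment 2 minus that in experiment 1 was -3.98 for DDB_G0284295, -5.63 for syn16B and -2.56 for DDB_G0287083. DDB_G0287083 was at 4.56 and 4.16 CPM in control_1 against 24.0 and 21.9 in knockdown_1. In experiment 2 it was at 26.0 and 25.8 CPM in control_2 against 23.9 and 19.6 in knockdown_2. Every knockdown library was thus above the controls in experiment 1 and below them in experiment 2. The fall in experiment 2 was within its error (edgeR quasi-likelihood log2 fold change -0.226, SE 0.308, unadjusted p = 0.485). A reversal is therefore not shown for this gene. Its edgeR estimate of the difference was -2.64, with an adjusted p of 0.691. No technical explanation was tested for single genes. DDB_G0287083 lies on chromosome 4, positions 5305570 to 5307430, near DDB_G0287075 and gpaC, which were nearly without reads in experiment 2. DDB_G0287083 itself had 860 to 1031 reads per library there. A local difference between the cultures was not tested for it.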

How the results depend on the processing

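The likelihood-ratio test, all DESeq2 fits with a library left out or a block, and DESeq2 counts at other thresholds were chosen after the data were seen. The edgeR quasi-likelihood count stayed at 0 in all 4 comparisons with DESeq2's size factors, with either other low-count filter, with limma-voom, and also with a shared spread (experiments 1 and 2) and without the experiment term (combined fit). The other thresholds are stricter, so a count of 0 had to stay at 0. DESeq2's Wald test called 243 genes in experiment 1, 46 in experiment 2, 275 in the combined fit and 41 for the interaction. The likelihood-ratio test called 241, 37, 175 and 41. In experiment 1 it called 208 genes higher and 33 lower, a less even balance than DESeq2's 153 and 90. It called 19 higher and 18 lower in experiment 2, and 108 and 67 in the combined fit. The cause of the difference between tests was not tested, but in simulated data DESeq2 made more false calls than the quasi-likelihood test. Those data were drawn from edgeR's fitted spreads, which may favour edgeR.

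With a library left out, the lone library of an arm being assumed to vary like the others, edgeR called 0 to 75 genes in experiment 1, 0 to 495 in experiment 2, 0 to 1 in the combined fit and 0 to 1 for the interaction. In experiment 1 it called 75 without knockdown_1 replicate 2 and 23 without knockdown_1 replicate 1. In experiment 2 it called 495 without knockdown_2 replicate 3 and 4 without knockdown_2 replicate 2 (DDB_G0290993, DDB_G0278219, DDB_G0284167 and icmA-2). Without knockdown_2 replicate 3 it called DDB_G0272030 in the combined fit and abcG21 for the interaction. DESeq2 called 17 to 1294, 25 to 566, 111 to 460 and 2 to 354 genes. At an adjusted p of 0.01 DESeq2 called 112, 26, 102 and 10 genes.

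With a replicate block, edgeR called 699 genes in experiment 1, 145 in experiment 2 and 1 (DDB_G0290993) in the combined fit, and DESeq2 called 633, 48 and 459. Of the 10 genes named from the combined fit, DESeq2 called 9 with the block and not DDB_G0272466 (log2 fold change 2.42, DESeq2 adjusted p = 0.198). The deviations of same-numbered libraries had an r of 0.522 in experiment 1 and 0.085 in experiment 2. With 2 pairs per experiment and no label on what a number marks, the numbers were not taken to pair the libraries.

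Pearson's r between the experiments was 0.273 with no low-count filter and 0.382 with a mean of at least 50 reads. It was 0.281 with DESeq2 and 0.209 to 0.365 with a library left out. The share of genes with the same sign was 53.5% to 67.1% with a library left out, lowest without knockdown_2 replicate 3. For the contractility kit, fry's p was 0.142, and camera's p was 0.155 with an estimated correlation and 0.00571 to 0.129 with a library left out. For the transition list, fry's p was 0.389, and camera's p was 0.436 and 9.14e-05 to 0.524. The causes were not tested. For the 13 named genes, 316 values under alternatives gave 0 changes of sign, and 127 of them passed the threshold that the edgeR value did not. The rule that chose these genes largely fixed the signs and required a DESeq2 call, so neither count says much about stability. DESeq2's call was lost without at least 1 library for 5 of the 13 genes (DDB_G0272466, DDB_G0282491, DDB_G0273927, DDB_G0274523 and DDB_G0287083). The DESeq2 log2 fold change moved by over 1.5 times for 4, to 2.56 (DDB_G0292462), 1.88 (DDB_G0272466) and 1.47 (DDB_G0282491) without knockdown_2 replicate 2 and to 1.86 (DDB_G0273927) without knockdown_1 replicate 1. Depth limits only the lowest genes, such as DDB_G0274523 with 2 reads per knockdown_2 library.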

Other observations

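Only the comparisons with other splits of the libraries for gene counts, gene lists and the correlation were planned before their results were seen; the other tests here were chosen afterwards. The 8 libraries can be split into 4 and 4 in 34 ways that leave an experiment term estimable. For the combined fit, 3 of the 34 splits gave at least as many DESeq2 calls as the 275 of the real split, and 3 gave at least as many genes at an unadjusted edgeR p under 0.05 as its 1161. All 34 splits reach its 0 edgeR calls by necessity, so that count tests nothing. One other split reached 1492 DESeq2 and 586 edgeR calls. It set control_1 replicate 1, both knockdown_1 libraries and knockdown_2 replicate 3 against the rest. For camera's p, 10 of the 34 splits were as small as the real one for the contractility kit and 21 for the transition list. Some splits take 3 libraries of an arm from the same experiment. Among the 18 splits with 2 libraries of each experiment on each side, looked at after these results, only the real one reached 275 DESeq2 calls (next 203) or 1161 genes (next 918). For camera's p, 6 of the 18 were as small for the contractility kit and 10 for the transition list. As 1 of 18 is a share of 0.0556, these splits cannot give a share under 0.05, and chance is not excluded for the DESeq2 calls, the 1161 genes or the lists. For the correlation between the experiments, the real pair of splits gave the largest absolute r of 9 (1 of 9, the next being 0.250), but 9 pairs cannot give a share under 0.05.

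Fold changes fell with coding length in both experiments, with a Spearman's rho across genes of -0.33 in experiment 1 and -0.24 in experiment 2. The values were -0.065 without control_1 replicate 2 and -0.0015 without knockdown_2 replicate 3, and between -0.16 and -0.37 without any of the other 6 libraries, so 1 library in each experiment may account for the trend. The trend does not account for the correlation of the experiments' fold changes, whose r was 0.328 after a trend on coding length and abundance was removed. No biological explanation of the trend was tested.

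The low TMM factor of control_1 replicate 2 was weighed against 2 technical explanations. Without the 10 most abundant genes of that library its factor was 0.527, still below the lowest of the other libraries, 0.955, which argues against the 10 most abundant genes as the whole cause. It rose to 0.669 without the top 100 genes (lowest other 0.962) and to 0.798 without the top 500 (lowest other 0.931), so a broad excess of abundant genes stays open. The library also had the largest rise of deviation with coding length (Spearman's rho 0.416, against 0.311 with abundance). Computed within each of 5 classes of coding length, its factor was lowest of all libraries in every class, from 0.359 to 0.754 (lowest other in that last class 0.895). This argues against gene length bias as the whole cause, but the factor was nearer to the others among the longest genes, so a part for length stays open. Handling of that culture or library stays open and was not tested.

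Some repeat-related genes stood out in a screen of 179 gene families with at least 5 tested genes and 229 windows of 150 kb with at least 8. Both sets that follow were picked as the largest medians of that screen. The 8 tested Phage_integrase genes had median log2 fold changes of 2.11 in experiment 1 and 1.72 in experiment 2, on 128 to 2583 reads per library in sum. The 34 tested genes in the first 150 kb of chromosome 1 (assembly dicty_2.7), which include 6 of the 8, had medians of 2.26 and 1.00. Medians under DESeq2's size factors were 2.04 and 1.74, and 2.20 and 1.03. A general rise of low genes is argued against: at most 0.14% of 10000 random sets matched on abundance had as high a median for the family and 0% for the window, and the random medians were 0.32 and -0.05 for the family. Control_1 replicate 2 alone is argued against by a family median of 2.54 in experiment 1 without it. For chance, the family itself had as large an absolute median in 2 of 34 splits. Because it had been picked, each split was also allowed its own best family, and 3 of 34 then reached it, so chance is not excluded for the family. Only the real one of the 18 balanced splits reached it, which is the smallest count they allow. The window was reached in 1 of 34 splits either way, the smallest count possible. Another split came close, with a median of 1.71 for this window against 1.73. Among the 18 balanced splits only the real one reached it, the next largest window median being 1.46. Chance is therefore not firmly excluded for the window either. Reads moving between the 8 listed copies would leave their sum unchanged. In experiment 1 this is argued against, as the summed CPM rose 3.12-fold, from 11.1 ± 4.98 to 34.8 ± 3.09 CPM (SD, n = 2). In experiment 2 the sum rose 3.61-fold, and every knockdown library lay above every control library for 5 of the 8 genes and below for 0. Movement cannot be told apart from a rise there, because the knockdown_2 libraries were far apart in sum, at 71.8 and 16.7 CPM against 14.5 and 10.1 in control_2. Reads from copies outside the list stay open in both experiments. The summed CPM of the window rose less than its medians, 1.72-fold and 1.64-fold. Other sets went the opposite way. The 10 tested genes in the stretch of chromosome 1 just after that window had medians of -1.81 and -1.15, with 9 of 10 lower in both experiments. The 43 tested RVT_1 genes had medians of -0.26 and -0.57 and summed CPM folds of 0.226 and 0.480, but their median in experiment 1 was 0.39 without control_1 replicate 2. In experiment 2 the rise was therefore not shared by the RVT_1 family as a whole. Experiment 1 cannot decide this, because the sign of that family's median there rested on control_1 replicate 2. The genes of the stretch were not shown to be repeat-related. An effect of the knockdown, or of the RNAi construct itself, which only the knockdown cells carried, may be involved, and the design does not separate them.

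DDB_G0287075 (chromosome 4, positions 5294660 to 5296282) and gpaC (5297647 to 5299535) had 20279 reads together in experiment 1 and 66 in experiment 2. They were among 4 tested genes whose experiment means were more than 4 log2 units apart, and were chosen after their values were seen. An effect of the knockdown is argued against, since the control_2 libraries had 0.543% of the pair's CPM in control_1. A wider region or lower depth is argued against by the 10 flanking tested genes, whose median log2 difference was 0.46 (lowest -0.33). A sequence difference between the cultures of the experiments, such as a deletion, could explain the 66 reads, but counts alone cannot decide it.

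DDB_G0284167 had the largest fall of 67 tested RRM_1 genes. Of 1742 genes with at least 100 CPM tested in both experiments, 1 (itself) fell this far in both. A candidate explanation is that it is the gene the RNAi construct targets, but no name used here links it to rnp1A, and the gene was picked for its fall, so this stays a hypothesis.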
